A study of Caenorhabditis elegans with 96 samples.

How the data were processed

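The study concerns a recombinant inbred population of the nematode Caenorhabditis elegans and, by its title, regulators of lifespan. RNA was measured in 85 recombinant inbred advanced intercross lines, each a homozygous mosaic of the genomes of N2, the laboratory reference strain, and CB4856, a wild isolate from Hawaii, and in both parents. Per the labels' protocols, eggs were released by bleaching, hatched larvae were held overnight without food, animals were grown on Escherichia coli HT115 and harvested at the L4 stage, the last larval stage, and total RNA was extracted on columns and made into libraries for a BGISEQ-500 sequencer. Groups were taken from the strain named for each sample in the labels. Each line had 1 library, N2 had 4 and CB4856 had 7, and the titles place the 96 libraries in 7 batches. The batch number served as the replicate number of the parental libraries.

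The deposited values are read counts per gene, whole numbers that the authors did not normalise. Their layout is that of STAR's gene counting, with 3 count columns per library and separate totals for reads that were unmapped, mapped to several places, fell outside genes or fell on overlapping genes. The aligner's version, the genome build and the annotation release are not stated in the labels or the files. In the unstranded column, reads overlapping more than 1 gene and reads mapping to more than 1 place were left out of the gene counts, so genes with near-identical copies are undercounted. The columns for either strand were near equal, with a ratio between 0.966 and 1.05 across libraries, so the libraries carry no strand information and the unstranded column, column 2, was used. Genes that overlap on opposite strands cannot be separated in such libraries.

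Each library listed 46904 gene identifiers, of which 46817 were found in the Ensembl annotation of the WBcel235 assembly. Symbols, biotypes and positions come from that annotation, with positions on WBcel235 counted from 1. The gene counts of a library summed to between 22069702 and 24001627, a mean of 92.6% ± 0.627 (SD, n = 96) of its reads. The remainder, reads that name no gene, stayed out of library sizes and tests. On average 5.24% of reads were in the multimapping total, 0.885% in the ambiguous total, 0.741% outside genes and 0.563% unmapped. At this depth, 3 counts in a library is the limit that a count of 0 allows, and this was used as the floor. Intervals and floors cover counting error only, since reads carry no molecular identifiers.

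Every pair of libraries was compared with a chi-square test of counts over genes. The lowest chi-square per degree of freedom over all 4560 pairs was 7.43, so no libraries agreed within sampling noise and each was counted as 1 sample. The strain labels of the parents were checked by scoring each parental library at the genes that the other parental libraries alone defined as present in 1 parent and absent from the other.

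The main tests were fixed before the data were examined, as were the gene lists, the rule for naming genes and all alternatives not said to be added later. Genes were tested with edgeR 4.0.16 in R 4.3.3, using filterByExpr, TMM normalisation, robust dispersions and the quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. N2 and CB4856 were compared in their 11 libraries alone. The mean of the lines was compared with the midpoint of the parents in a fit of all 96 libraries with 3 groups, and batches were compared among the 85 lines. The midpoint is the mean of the fitted log levels of the parents, and the level of the lines is the logarithm of their mean, so even additive inheritance on the scale of counts gives a value above 0. A standard error of a log2 fold change was derived from the fold change and its test statistic. The batch number marks a shared batch in the titles, so it pairs the parental libraries of the 4 batches that hold both. The correlation across genes of the pair's deviations from their strain means was 0.298 in batch 3, 0.0819 in batch 6, 0.569 in batch 8 and 0.148 in batch 9. A fit with batch as a replicate block was therefore run beside the main one.

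A total of 12 gene lists were drawn up from symbols, for cuticle and moult, sperm without major sperm proteins, major sperm proteins, oocyte, yolk, mitochondrial ribosome, cytosolic ribosome, oxidative phosphorylation, xenobiotic enzymes, C-type lectins, F-box and MATH-BTB proteins, and chemoreceptors. They were tested between the parents with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and with an estimated correlation beside it, two-sided, adjusted over the lists.

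For each gene the variance of log2 CPM (prior count 2) among lines was divided by the pooled variance within strains of the parental libraries, and 1 minus the inverse of this ratio was taken as broad-sense heritability. The threshold was the ratio at which 100 random regroupings of the centred and scaled values gave an estimated false discovery rate of 0.05. As planned, regrouped values were not centred again. After the data were seen, centring within the new groups was added and replaced the planned version, because simulated data with 200 changed genes gave 31 false calls without it and 9 with it, while the changed genes recovered fell from 178 to 161.

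A gene was called presence-absence when it had at most 3 counts in every library of 1 parent and at least 30 counts in every library of the other. A line was scored absent at 3 counts or fewer and present at or above 0.25 of the lowest CPM of the expressing parent, and otherwise not called, and genes with over 10% of lines not called were left out. The share of lines with the N2 state was tested against an even split with an exact two-sided binomial test, with Wilson 95% intervals. Principal components of the lines came from centred log2 CPM of the 2000 most variable genes, leaving out the genes of the list at hand. The score of a list was the mean z-score of its genes. Relations across lines are given as Pearson's r and Spearman's rho with two-sided p-values from 100000 permutations.

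The genes named between the parents are those with a fold change of at least 2, a mean of at least 1 log2 CPM and no overlap between the libraries of the strains, taking the 4 largest changes and the 2 smallest p-values in each direction. A list of 15 genes was also fixed. In the other tests the 3 genes with the smallest p-value, the largest ratio or the most uneven share were named, in each direction where there is one. Genes named outside this rule are said to be so.

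Each step was tested on simulated counts drawn for the real genes from the real means and library sizes, with a dispersion of 0.05. Between the parents, 182 of 199 changed genes were recovered among 14934 tested, with 16 false calls. For the midparent fit 196 of 199 were recovered among 15981 with 10 false calls, and for batches 189 of 194 among 15723 with 11 false calls. The variance ratio recovered 161 of 200 genes among 15997, with 9 false calls. A list made to rise had a camera p of 7.03e-243 and a random list 0.727, both over 14934 genes. The leading component had an r of 0.999 with the simulated axis over 15745 genes. A random list had a permutation p of 0.0219 with it, and of 100 further random lists 18 had a p under 0.05 for Pearson's r, so this test calls too many lists. All 200 presence-absence genes simulated among 46904 were found and 100% of calls were right. Of these, 20 of 20 genes with a skewed share and 1 of 180 with an even share passed the threshold.

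The alternatives were DESeq2 1.42.0 size factors, the DESeq2 Wald test, limma voom, other filters on low counts, batch as a replicate block or batch means removed, the strand columns, a minimum fold change of 1.5, another prior count, the median absolute deviation, other limits for presence and absence, and fits that each left out 1 parental library or 1 batch. Those added after the data were seen are a fit of the 4 shared batches with no block, fits with the leading component of the lines as a covariate between the parents and among batches, and regrouped values not centred again. In relations across lines, the share of markers in the N2 state was averaged over chromosomes, with each chromosome given the same weight. Single tests and figures were made in Python 3.11.15 with scipy 1.17.1 and matplotlib 3.10.9.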

Results

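To describe how gene expression varies in a cross between 2 strains of C. elegans, RNA sequencing counts were analysed from 85 recombinant inbred advanced intercross lines and their parents, N2 and CB4856. Each line was represented by 1 library, so no line has a replicate, while N2 had 4 libraries and CB4856 had 7. The libraries fell into 7 batches. CB4856 was present once in each of them and N2 once in batches 3, 6, 8 and 9, and between 7 and 19 lines were in each. Depth was even, with 23329114 ± 430477 gene counts per library (SD, n = 96) and a range of 22069702 to 24001627. A library had counts in 18996 ± 234 genes (SD, n = 96). Parental libraries are named below by strain and batch.

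The principal components of the 96 libraries were examined first. Component 1 carried 22.7% of the variance of the 2000 most variable genes and did not separate the parents. N2 libraries lay between -35.8 and 56.7 on it and CB4856 libraries between -62.9 and -15.9. Component 2 carried 11.6% and separated them, with N2 between 34.99 and 59.1 and CB4856 between -41.4 and -26.9, while the lines spanned -43.7 to 41.4. At genes that the other parental libraries defined as present in 1 parent alone, between 94.8% and 100% of genes in each parental library were in the state of the strain it was labelled with and 0 were in the state of the other.

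**Figure D1:**
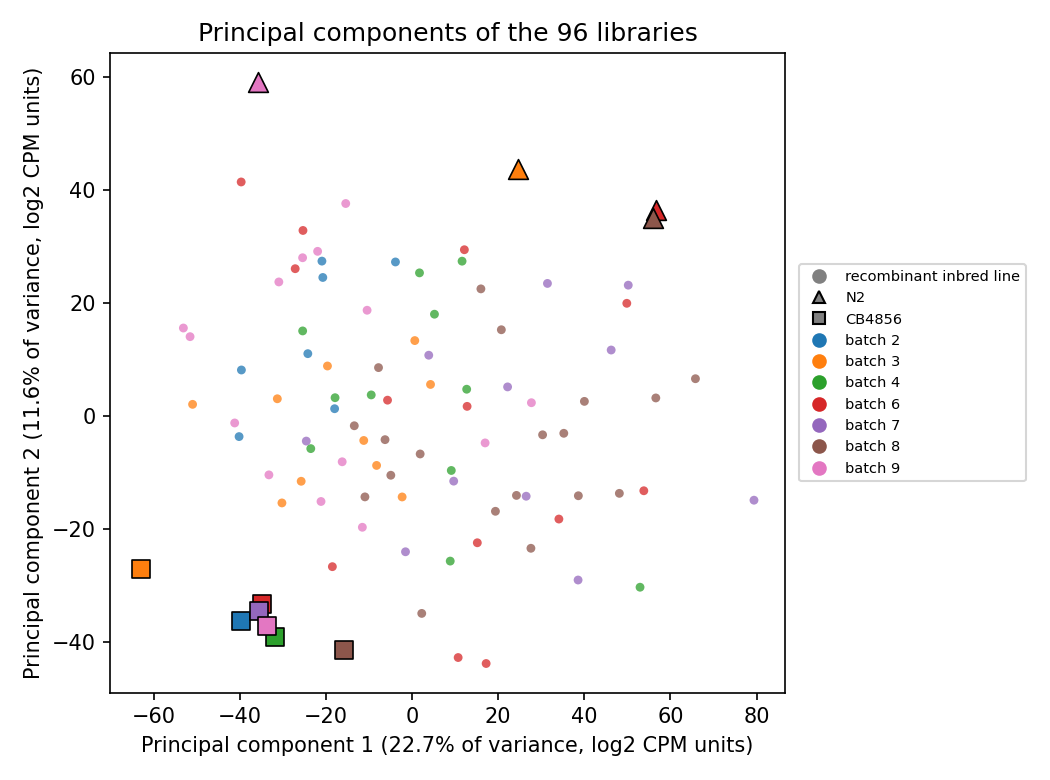
Principal components 1 (x axis) and 2 (y axis) of log2 CPM in the 96 libraries, with circles for lines, triangles for N2, squares for CB4856 and colours for the 7 batches. The 4 N2 libraries lie between 34.99 and 59.1 on component 2 and the 7 CB4856 libraries between -41.4 and -26.9.

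The parents were compared to find the expression differences that could be passed on to the lines. Of 14858 genes tested, 5036 differed between N2 and CB4856 at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 2666 higher in N2 and 2370 higher in CB4856. At an unadjusted p-value under 0.05 there were 6592. Among the 2270 of these genes with a fold change of at least 2, 1721 (75.8%) were higher in N2 and 549 were higher in CB4856. With batch as a replicate block, which allows for differences shared by the parental libraries of a batch, 2212 genes differed, 2052 of them among the 5036, and 67% of those with a fold change of at least 2 were higher in N2. The count moved most when a fold change above 1.5 was required, which left 1624 genes. Leaving out the N2 library of batch 8 gave 3227 genes and leaving out that of batch 9 gave 6544.

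The largest differences toward N2 were in genes with at most 1 count in any CB4856 library, for which a fold change is a lower bound set by 3 counts. These bounds hold for counted reads. Reads of CB4856 alleles may be lost against a reference built from N2, so they are not bounds on a difference in expression. F10E7.2 (WBGene00017344; chromosome II, 7122242 to 7124386; protein coding) was at 40.5 ± 3.45 CPM in N2 (SD, n = 4), had at most 1 count in a CB4856 library, and was at least 318-fold higher in N2 (adjusted p 2.61e-10, edgeR). Its exons overlap those of F10E7.11. The chemoreceptor gene sri-40 (WBGene00005552; II, 3177963 to 3180478) was at 32.9 ± 18.2 CPM in N2 and had at most 1 count in CB4856, at least 258-fold lower (adjusted p 1.97e-08, edgeR). F54D10.7 (WBGene00018808; II, 3820145 to 3821296; protein coding) had 313 to 468 counts in N2 and 0 in every CB4856 library, at least 129-fold lower (adjusted p 2.89e-06, edgeR). The MATH-BTB gene bath-28 (WBGene00017461; II, 3343731 to 3344967), whose exons overlap F14D2.15, had 335 to 445 counts in N2 and 0 in CB4856, at least 128-fold lower (adjusted p 2.35e-06, edgeR). Among the smallest p-values, bath-2 (WBGene00018668; II, 1921433 to 1922765) was at 14.5 ± 1.71 CPM in N2 and 0.227 ± 0.0356 in CB4856 (n = 7), a log2 fold change of 5.97 ± 0.16 (SE, adjusted p 3.38e-10, edgeR).

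Toward CB4856, C39B5.10 (WBGene00016528; chromosome III, 2239328 to 2239637; protein coding) was at 32.4 ± 3.61 CPM in CB4856 (SD, n = 7) with at most 1 count in an N2 library, and was at least 254-fold higher (adjusted p 5.88e-10, edgeR). The annotated pseudogenes C29F9.11 (WBGene00016225; III, 109322 to 110185), T26H5.1 (WBGene00005460; V, 15441324 to 15442979) and Y19D10B.1 (WBGene00021230; V, 2311291 to 2313809) had 0 counts in every N2 library and 9.59 ± 1.75, 7.92 ± 1.45 and 7.63 ± 3.81 CPM in CB4856. They were at least 75.3-fold, 62.2-fold and 59.9-fold higher in CB4856, with adjusted p-values in edgeR of 1.88e-07, 2.38e-07 and 0.000420. The pseudogene B0250.3 (WBGene00007120; V, 20468349 to 20469413) was at 60.8 ± 6.98 CPM in CB4856 and 0.909 ± 0.132 in N2 (n = 4), a log2 fold change of N2 over CB4856 of -6.06 ± 0.14 (SE, adjusted p 2.31e-10, edgeR). Pseudogenes and members of the MATH-BTB and chemoreceptor families share sequence with relatives, and reads mapping to several places were not counted, so their levels are uncertain.

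A list of 15 genes with variants known to differ between these strains or with a place in studies of such lines was fixed beforehand. Of these, 12 could be tested, and mab-23, npr-1 and zeel-1 had too few counts, at most 11, 13 and 4 in a parental library. At an adjusted p-value under 0.05, 5 differed, adjusted over all genes, and the same number, 5, differed when adjusted over the list alone. The gene of the sperm toxin peel-1 (WBGene00077563; I, 2352835 to 2356238) had 24 to 135 counts in N2 and 0 in CB4856, at least 27.9-fold higher in N2 (adjusted p 0.00110, edgeR). The Argonaute gene ppw-1 (WBGene00004093; I, 4185174 to 4189956) was higher in N2 by 0.68 ± 0.09 (log2, SE, adjusted p 0.000294, edgeR). The other three were lower in N2. Their log2 fold changes were -1.95 ± 0.61 for glb-5 (WBGene00015964; V, 5558890 to 5564263; adjusted p 0.0277), which had at most 25 counts in a parental library, -0.23 ± 0.06 for nurf-1 (WBGene00009180; II, 14390713 to 14407911; adjusted p 0.0126) and -0.34 ± 0.10 for rict-1 (WBGene00009245; II, 13098239 to 13116810; adjusted p 0.0196), all from edgeR. With batch as a replicate block these 3 no longer passed, with adjusted p-values of 0.0710, 0.0783 and 0.0819. Without the N2 library of batch 8 none of the 3 passed (0.0523, 0.0540 and 0.0750), and without that of batch 6 rict-1 did not (0.0699). With the projection of each library on component 1 of the lines as a covariate, an alternative chosen after the data were seen, nurf-1 (-0.16, adjusted p 0.106) and rict-1 (-0.17, adjusted p 0.147) did not pass either, while glb-5 did. Beside rict-1, whose exons overlap col-86, lie gfm-1 (WBGene00009246; II, 13117483 to 13122016) and mltn-1 (WBGene00009311; II, 13139344 to 13145225), with log2 fold changes of 0.09 ± 0.08 and 0.15 ± 0.35 and adjusted p-values of 0.396 and 0.770 in edgeR. Without the N2 library of batch 9, gfm-1 passed (0.19, adjusted p 0.0470) and mltn-1 changed sign (-0.13, adjusted p 0.791). The remaining genes scb-1, tyra-3, exp-1, nath-10 and plg-1 had adjusted p-values of 0.424, 0.702, 0.271, 0.204 and 0.405. Without the CB4856 library of batch 9, scb-1 passed (0.34, adjusted p 0.0305).

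Gene lists were then tested to ask whether groups of genes tied to development, translation, mitochondria or large families moved together between the parents. With camera at its preset correlation, 4 of 12 lists passed. The major sperm protein list (median log2 fold change 1.84, adjusted p 1.16e-12, 25 of 27 genes higher in N2 at an adjusted p-value under 0.05), the list of other sperm genes (1.49, 8.83e-07, 25 of 28) and the cytosolic ribosome list (0.22, 1.04e-07, 37 of 78) were higher in N2. The oocyte list was lower in N2 (-0.44, 1.09e-07, 21 of 26 genes higher in CB4856). All 4 lists also passed with fry, at adjusted p-values of 0.000319, 0.0193, 0.0236 and 0.0193. None passed with the correlation estimated from the data, with adjusted p-values from 0.925 to 0.967, and 87 of 100 splits of the 11 libraries gave at least as many lists as the real one. The F-box and MATH-BTB list (median -0.06, adjusted p 0.430) passed with fry alone (1.39e-05). The direction there was higher in N2, against the sign of the median. At an adjusted p-value under 0.05 in edgeR, 61 of its genes were higher in N2 and 56 in CB4856. The cuticle and moult list had a median of 0.91 and an adjusted p-value of 0.259, which became 0.00216 with batch as a replicate block and 0.00144 without the N2 library of batch 9. With the projection of each library on component 1 of the lines as a covariate, an alternative chosen after the data were seen, it turned lower in N2 (median -1.04, adjusted p 0.00337), so its direction is not settled. The 4 lists that passed kept their direction and passed in that fit too, with adjusted p-values of 3.07e-11, 0.000168, 9.24e-05 and 0.000168 in the order given. The other 6 lists had medians from -0.45 to 0.10. Their adjusted p-values were 0.906 for yolk proteins, 0.430 for the mitochondrial ribosome, 0.259 for oxidative phosphorylation, 0.906 for xenobiotic enzymes, 0.404 for C-type lectins and 0.906 for chemoreceptors. Without the CB4856 library of batch 3 the mitochondrial ribosome list passed (0.0403), and with a filter at 1 log2 CPM the oxidative phosphorylation list did (0.0385).

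The mean of the lines was set against the midpoint of the parents on the log scale. In the fit of 96 libraries, 6 of 16500 genes departed from it at an adjusted p-value under 0.05, 5 higher in the lines and 1 lower. At an unadjusted p-value under 0.05 there were 1264 genes (7.66%). With batch as a replicate block, the alternative that moved the count most, 16 genes did. Of 100 regroupings of the libraries, 24 gave at least 6 genes. The genes with the smallest p-values among those higher in the lines were nspc-13 (WBGene00009637; X, 12357427 to 12357919), nspc-10 (WBGene00009640; X, 12343609 to 12344043) and nspc-17 (WBGene00008359; X, 14524754 to 14525181). Their log2 differences from the midpoint were 0.86 ± 0.12, 0.65 ± 0.10 and 1.25 ± 0.23 (SE), with adjusted p-values in edgeR of 6.52e-06, 4.49e-05 and 0.00123. The logarithm of the mean count of an even mixture of the parents lies above that midpoint, by 0.32, 0.08 and 0.59 for these genes, and against such a mixture the lines were higher by 0.54, 0.57 and 0.66. These differences were not tested. For nspc-13 the lines were at 12.1 ± 2.68 CPM (SD, n = 85), close to CB4856 at 13.2 ± 1.94 (n = 7) and above N2 at 3.35 ± 1.10 (n = 4), and no line was below 5.54 CPM. The call for nspc-17 was lost without batch 8 (adjusted p 0.0546), without batch 6 (0.162) and without the N2 library of batch 6 (0.0512). Outside the naming rule and chosen after their values were seen, the other two genes higher in the lines were nspc-9 (0.58) and ZC317.7 (0.82). The nspc genes form a family of short, similar genes, which leaves their counts uncertain. The gene lower in the lines was T05A12.4 (WBGene00020235; IV, 6887948 to 6897783), at -0.77 ± 0.12 (adjusted p 3.19e-05, edgeR). It was at 18.7 ± 4.51 CPM in the lines, 24.3 ± 8.20 in CB4856 and 41.8 ± 30.3 in N2, and without the N2 library of batch 9 it no longer passed (-0.52, adjusted p 0.163). Against an even mixture of the parents its difference was -0.82.

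The lines of different batches were compared to measure how much of the variation among lines follows the batch. Among the 85 lines, 12736 of 16030 genes (79.5%) differed between the 7 batches at an adjusted p-value under 0.05. Of 40 assignments of the lines to batches, the real one included, 1 gave as many, and the random ones gave a median of 202 and a maximum of 857 genes. The count moved most, to 9419, with component 1 of the lines as a covariate, an alternative chosen after the data were seen, and to 9919 of the 11684 genes tested at 1 log2 CPM or more, a larger share (84.9%). With the lines of 1 batch left out it ran from 11417, without batch 8, to 12730, without batch 6. The genes with the smallest p-values were C50F7.5 (WBGene00016845; IV, 7726719 to 7727639; adjusted p 3.65e-35, edgeR), oac-31 (WBGene00018707; V, 1538354 to 1541886; 1.73e-31) and oac-6 (WBGene00007833; V, 16302717 to 16306159; 1.83e-24). C50F7.5 had a mean of 5.72 ± 2.0 log2 CPM in batch 9 (SD, n = 14) and 3.09 ± 0.57 in batch 4 (n = 11), and between -0.01 and 0.61 in the others. The level of oac-31 was 4.15 ± 0.81 in batch 9 and between 0.83 and 1.26 in the others, and without batch 9 it did not differ (adjusted p 0.186, edgeR). For oac-6 batch means ran from 0.80 ± 0.36 in batch 3 (n = 10) to 3.72 ± 0.82 in batch 9. No line was measured in 2 batches.

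The spread among lines was set against the spread among replicates of the parents to ask for which genes the lines differ by more than repeated cultures of 1 strain. The variance among lines exceeded that among parental replicates for 79.8% of 16500 genes, with a median ratio of 1.57, a median heritability of 0.362 and a median ratio of 1.09 in the regrouped data. At or above a ratio of 10.6, the threshold for a false discovery rate of 0.05, were 433 genes. This threshold departs from the planned one, which does not centre regrouped values again and gave 712 genes, all 433 among them, and it was changed after the data were seen because simulated data showed too many false calls. Of 100 regroupings, the real one included, 1 gave as many, and the random ones gave a median of 15 and a maximum of 100 genes. The count moved most with batch means removed, to 140 genes, 97 of them among the 433. Without the N2 library of batch 9 the median ratio was 2.14. Of the genes that differed between the parents, 7.13% were past the threshold, against 0.234% of those that did not, and 14.4% of those with a fold change of at least 2. Both calls use the spread within strains of the same parental libraries. A gene with a small spread by chance passes both more easily, so part of this contrast is built in. The median ratio was 1.69 for genes differing at least 2-fold and 1.40 for genes that did not differ. The largest ratios were those of F31E9.11 (WBGene00195233; V, 17315591 to 17315954; non-coding RNA), F52C6.12 (WBGene00018669; II, 1929151 to 1930083; pseudogene) and F14D2.19 (WBGene00206522; II, 3335691 to 3337139; protein coding), at 6343, 2273 and 2212. In each, CB4856 lay at the level of 0 counts with an SD of 0, and the SD of N2 was 0.06, 0.08 and 0.09. The spread among parental replicates was thus very small (SD 0.03, 0.05 and 0.05 log2 CPM), while the SD among lines was 2.68, 2.30 and 2.65. With batch means removed, the ratio of F52C6.12 was 10.02 and no longer passed. Among the fixed genes, zeel-1 was at 11.1, ppw-1 at 7.62, peel-1 at 6.83, scb-1 at 3.5, rict-1 at 2.58 and gfm-1 at 0.595.

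Genes present in 1 parent and absent from the other can serve as markers of parental origin in the lines. There were 100 such genes, 81 present in N2 alone and 19 in CB4856 alone. Presence and absence refer to counted reads, and a loss of reads from CB4856 alleles may add to the genes present in N2 alone. The number moved most with stricter and looser limits, to 37 with at least 100 counts in the expressing parent and to 155 with at most 10 counts in the other. Of these, 93 could be scored in the lines, 24 of them annotated pseudogenes, and 1.10% of calls were missing. Pairs of genes under 0.1 Mb apart were in the same state in a median of 100% of lines, pairs 0.1 to 1 Mb apart in 93.7%, pairs 1 to 5 Mb apart in 65.5%, pairs over 5 Mb apart in 55.3% and pairs on different chromosomes in 48.8%. Across genes, a median of 48.2% of lines had the N2 state, and across lines the share of genes in the N2 state had a median of 47.3% and ranged from 8.70% to 79.6%.

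The share of lines with the N2 state was tested against an even split, with neighbouring genes not being independent. Of 93 genes, 3 departed from it at an adjusted p-value under 0.05 (exact binomial test, two-sided), and 10 at an unadjusted p-value under 0.05. On chromosome I, F26A3.5 (WBGene00009143; 7667729 to 7669900; protein coding) had the N2 state in 60 of 80 lines called (75%, Wilson 95% interval 64.5% to 83.2%, adjusted p 0.000399). It did not enter the set defined by a CPM ratio, in which 2 of 79 genes passed, both toward CB4856. On chromosome III, C29F9.11 had it in 24 of 80 lines (Wilson interval 21.1% to 40.8%, adjusted p 0.0140). On chromosome V, F56A4.3 (WBGene00018911; 2453414 to 2456147; protein coding), which had at least 39 counts in every N2 library and 0 in CB4856, had 0 counts in every line, so 0 of 85 lines were in the N2 state (0% to 4.32%). The next most uneven shares in each direction did not pass. Toward N2 they were 61.2% at pud-4 (WBGene00017498; V, 2326678 to 2327282; adjusted p 0.334) and 59% at C04E12.2 (WBGene00015433; V, 3368073 to 3369922; 0.579). Toward CB4856 the next was 34.5% at pals-24 (WBGene00016219; III, 120435 to 124690; 0.112), with the same share at pals-23. Both lie close to C29F9.11. The number of genes past the threshold moved most, to 6, when presence was set at 0.1 of the lowest parental CPM, and ranged from 2 to 4 with 1 batch left out. Without batch 2, batch 3 or batch 6, only 1 gene passed toward CB4856. Since F56A4.3 stayed at 0% in each of these fits, C29F9.11 had no call in them.

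**Figure D2:**
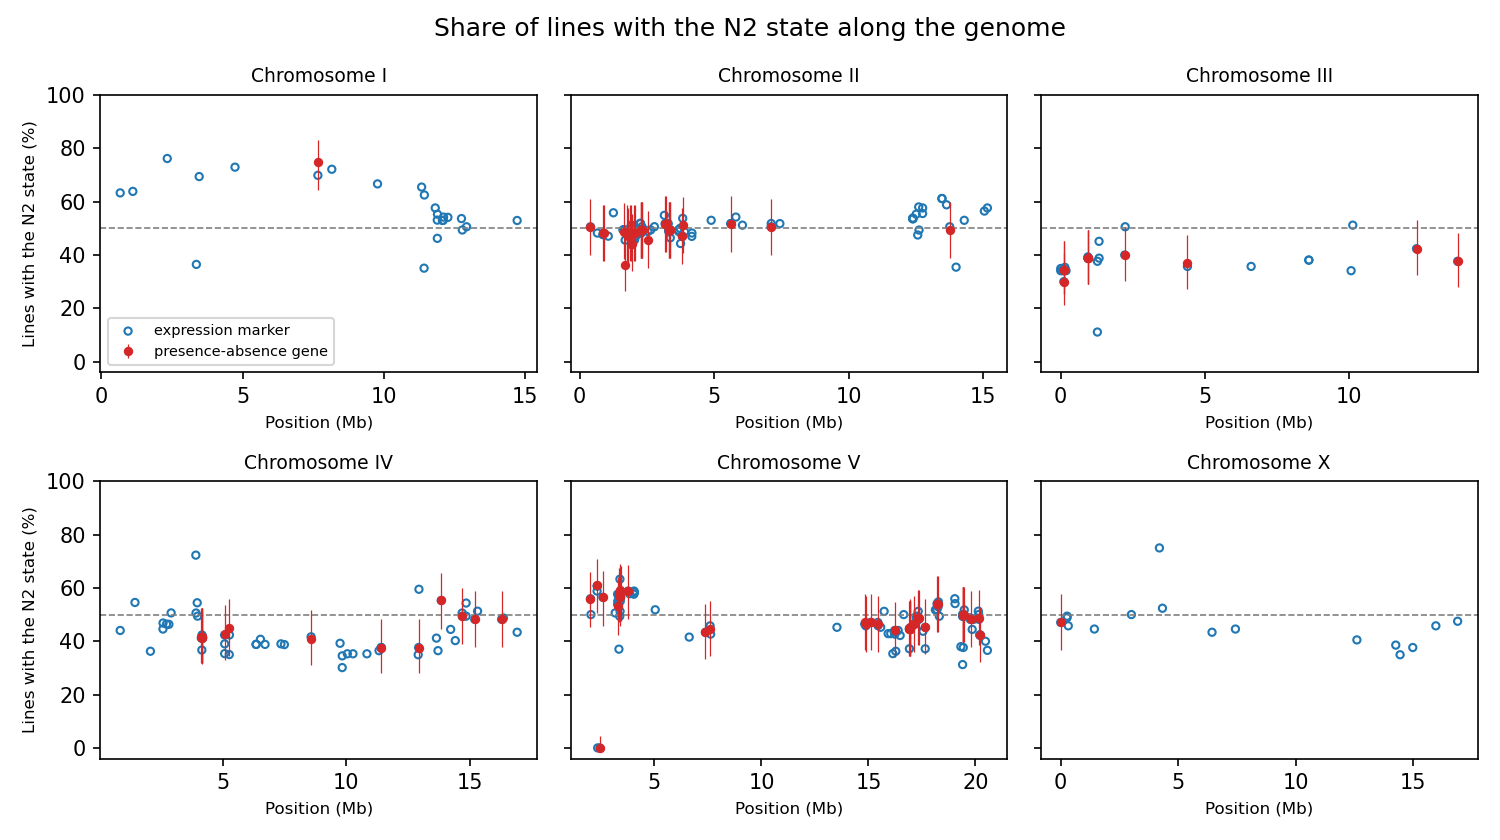
Share of lines with the N2 state (y axis, percent) by position (x axis, Mb) on the 6 chromosomes, with filled points for presence-absence genes with Wilson 95% intervals, open points for genes whose expression separates the parents, and a dashed line at an even split. F56A4.3 on chromosome V stands at 0% and F26A3.5 on chromosome I at 75%.

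The main axis of variation among the lines was related to the gene lists to ask which functions it follows. Component 1 of the lines carried 22.1% of the variance, and batch accounted for a share of 0.40 of its variance across lines (permutation p 1e-05, the smallest that 100000 permutations can give). Component 2 carried 9.57%. All 12 lists were related to component 1 at an adjusted p-value under 0.05, in a family of 12 relations over 85 lines with two-sided permutation tests. These p-values are too small for lists as such, since in simulated data 18 of 100 random lists had a p-value under 0.05 for Pearson's r with the component. That share understates the problem, since genes outside the simulated axis varied independently. Random lists had a median r of 0.128 in size there, against 0.418 to 0.552 in the real lines. Random lists drawn from the real genes were therefore also compared. The list of sperm genes other than major sperm proteins rose along the axis (r 0.922, rho 0.928, both p 1e-05, adjusted p 1.71e-05), with an r of 0.891 after batch means were removed, between 0.684 and 0.972 within batches, and 0.934 without the 2 farthest lines. The oocyte list fell along it (r -0.860, rho -0.878, both p 1e-05, adjusted p 1.71e-05), with -0.859 after batch means were removed, between -0.942 and -0.188 within batches, and -0.884 without the 2 farthest lines. For major sperm proteins r was 0.840 (rho 0.868) and for cuticle and moult genes 0.766 (rho 0.762). Both had p 1e-05 for r and rho, and kept their sign in 7 of 7 batches.

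The other lists were less closely tied to the axis. Values of r were 0.599 for C-type lectins, 0.596 for chemoreceptors and -0.568 for yolk proteins (each p 1e-05, adjusted p 1.71e-05, with rho of 0.580, 0.624 and -0.580), and each had this sign in 6 of 7 batches. For the cytosolic ribosome r was 0.420 (rho 0.430, both p 5e-05) and for F-box and MATH-BTB genes -0.374 (p 0.00042, rho -0.437 with p 5e-05), each with this sign in 5 of 7 batches. For xenobiotic enzymes r was 0.308 (p 0.00417, rho 0.279 with p 0.00976) in 5 of 7 batches, for the mitochondrial ribosome -0.281 (p 0.00894, rho -0.239 with p 0.0274) in 6 of 7, and for oxidative phosphorylation 0.247 (p 0.0226, rho 0.321 with p 0.00264) in 4 of 7. After batch means were removed from component and score, r was 0.733 for C-type lectins, 0.545 for chemoreceptors, -0.497 for yolk proteins, 0.208 for the cytosolic ribosome, -0.134 for F-box and MATH-BTB genes, 0.421 for xenobiotic enzymes, -0.550 for the mitochondrial ribosome and 0.0589 for oxidative phosphorylation. Without the 2 farthest lines the mitochondrial ribosome list had an r of -0.197 and no longer passed (adjusted p 0.0729). With batch means removed, the cytosolic ribosome, F-box and MATH-BTB, and oxidative phosphorylation lists no longer passed (r 0.19, -0.11 and 0.04 with the component computed anew). With DESeq2 size factors, the xenobiotic and oxidative phosphorylation lists did not (0.18 and 0.05). Among random lists of the same size, 0% reached the r of the sperm list, 2.30% that of the major sperm proteins, 1.10% that of the oocyte list and 7.70% that of the cuticle and moult list, and for each of the other 8 lists between 33.5% and 72.4% did.

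**Figure D3:**
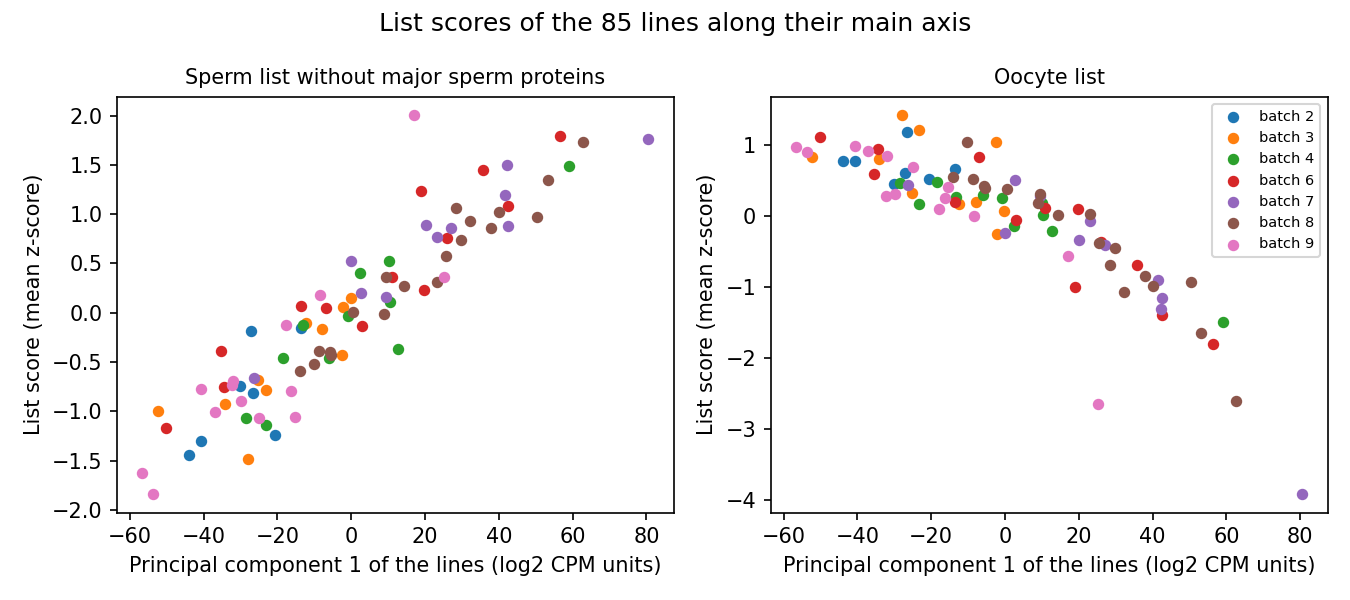
Scores of the sperm list without major sperm proteins (left) and of the oocyte list (right) as mean z-scores on the y axes, against component 1 of the lines on the x axes in log2 CPM units, with 1 point per line coloured by batch. The sperm score rises along the component (r 0.922) and the oocyte score falls (r -0.860).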

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

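In this part, the checks of strain labels, the comparison within batches of unmapped reads the test of the N2 library of batch 9 along the main axis of the lines and the scores of the lines of batch 4 were chosen only after the result was seen.

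Within each parental strain, every named gene, list score, library measure and projection on the main axis was searched for a single library lying far from the rest of its group relative to the range of the group. Of 86 groups searched, 11 held such a library, against 4.30 that chance gives. In 3 of them the distance is that of 1 read. C39B5.10 had 1 count in the N2 library of batch 3 (log2 CPM -2.98) and 0 in the other N2 libraries (-3.56), F10E7.2 had 1 in the CB4856 library of batch 8 (-2.99) and 0 in the others, and sri-40 had 1 in the CB4856 library of batch 7 (-2.95) and 0 in the others. For B0250.3 the N2 library of batch 8 was at 0.25 log2 CPM, from 27 counts, and the other N2 libraries were at -0.12 to -0.09, from 20 counts each. No biological explanation was tested for these.

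Of the 11, 4 lay in batch 9. The N2 library of that batch had the lowest level of gfm-1, 6.21 log2 CPM against 6.58 to 6.65 in the other N2 libraries. The CB4856 library of that batch had the highest level of C39B5.10 (5.33 against 4.88 to 5.05), the lowest of ppw-1 (4.29 against 4.65 to 4.80) and the highest of scb-1 (4.75 against 3.83 to 4.07). The N2 library of batch 9 also lay at -51.5 when projected on component 1 of the lines, below every CB4856 library but 1, while the other N2 libraries were at 9.81, 43.5 and 43.1. A swapped label is argued against by the presence-absence genes, since 94.8% were in the N2 state in this library and 0 in the CB4856 state. Its scores were lower for sperm genes (-0.29 against 0.86 to 1.502 in the other N2 libraries) and higher for oocyte genes (0.39 against -1.74 to -0.43). Its deviation from the other N2 libraries had an r of -0.842 with the loadings of component 1 across 2000 genes, where the N2 libraries of batches 3, 6 and 8 had 0.0406, 0.818 and 0.766. This restates the projection and decides nothing, so a difference in stage at harvest cannot be told apart from a difference of its batch, since 1 N2 library was measured per batch. What sets the CB4856 library of batch 9 apart in 3 genes was not tested beyond the batch. Libraries of CB4856 deviated together with the lines of their own batch, with a mean r of 0.487 across genes and an exact one-sided p of 0.000198 over all 5040 orders of the 7 libraries, the smallest that these orders can give, so an effect of the batch is a candidate explanation.

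In batch 4, the CB4856 library had 24 counts of Y19D10B.1 (log2 CPM 0.14 against 2.35 to 3.58 in the other CB4856 libraries) and the lowest oxidative phosphorylation score (-1.32 against -0.25 to 0.55). The presence-absence genes of this library were in the CB4856 state in 97.1% of cases and 0 were in the N2 state. The lines of batch 4 had the lowest median oxidative phosphorylation score of the 7 batches (-1.02, from -1.503 to -0.51 over 11 lines), so a difference of the batch is a candidate explanation for that score. No explanation was tested for Y19D10B.1.

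The gene plg-1, which encodes a component of the mating plug, had 192 counts in the CB4856 library of batch 6 (log2 CPM 3.08) and 0 to 7 counts in the other CB4856 libraries (-3.56 to -1.33). A mislabelled sample is argued against by its presence-absence genes, of which 97.1% were in the CB4856 state and 0 in the N2 state. Males in the culture are a candidate explanation. A list of 12 genes with male expression was written before the test, of which 5 had enough counts, and 1, not among those 5, is also in another list. Its score was higher in this library (1.005) than in the other CB4856 libraries (-0.73 to 0.03), with 135 counts in all against 44 to 60. The rise came from mab-3 (92 counts against 20 to 36), pkd-2 (17 against 0 to 5) and cwp-5 (10 against 2 to 8), while cwp-4 (11 against 9 to 21) and try-5 (5 against 2 to 6) did not rise. All 5 genes had counts in N2 libraries as well. Across the 85 lines plg-1 rose with this list (r 0.706, p 1e-05, the smallest that 100000 permutations can give, rho 0.363 with p 0.00085, adjusted p 2e-05 over 6 relations, two-sided permutation tests). After batch means were removed r was 0.695, within batches it ran from -0.105 to 0.917 with the same sign in 6 of 7, and without the 2 farthest lines it was 0.465. The relation leans on a pair of lines, QX501 and QX505, with 1688 and 702 counts of plg-1 and the highest scores of the male list, where the median line had 10 counts. With cwp-4 and try-5 unmoved, another source of plg-1 is not excluded.

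The totals of unmapped reads, outside the main measurement, differed between the parents. They were 0.618% ± 0.0511 of reads in CB4856 (SD, n = 7) and 0.451% ± 0.0544 in N2 (n = 4), a two-sided exact permutation p of 0.00303 over 330 splits, the smallest they can give, and 0.0242 adjusted over 8 library measures. A batch difference is argued against, since N2 was lower in 4 of the 4 batches with both parents, with differences of N2 minus CB4856 from -0.249 to -0.0684 percentage points. Reads of CB4856 alleles that are lost against a reference built from N2 may account for it. If so, lines with more of the N2 genome should have fewer unmapped reads, and they did. The percent unmapped fell with the share of markers in the N2 state (r -0.360, p 0.0009, rho -0.384 with p 0.00037, adjusted p 0.00135 over 6 relations, two-sided permutation tests, 85 lines). With batch means removed r was -0.422, within batches it ran from -0.734 to -0.135 with the same sign in 7 of 7, and it was -0.387 without the 2 farthest lines. Reads from other organisms were not analysed here.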

How the results depend on the processing

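In this part, the fit of the shared batches with no replicate block, the fits with component 1 as a covariate and the centring of regrouped values in the variance ratio were chosen only after the result was seen.

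For the counts and medians that answer a comparison, 39 of 53 values under other settings lay within 1.5 times the main value or within the spread between replicates, and so did 92 of 94 values with 1 library or batch left out. For the genes and lists named, 378 of 419 values under other settings kept their direction and their side of the threshold, 24 lost their call, 3 gained one and 14 changed direction. With 1 library or batch left out, 467 did so, 10 lost their call, 4 gained one and 14 changed direction. Genes that fell under the filter on low counts in a fit, such as with a strand column, have no value there.

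Between the parents, 5036 genes differed. With batch as a replicate block the count was 2212 for all 11 libraries and 2120 for the 4 batches with both parents. A fit of those 4 batches with no replicate block, added after seeing the data, gave 2285. Under the block, the 3 CB4856 libraries of batches without N2 carry no information on the parents, by construction, so most of the drop came with these libraries. The projection on component 1 of the lines as a covariate, also added, gave 2540, of which 2179 were among the 5036. Component 1 as a covariate among batches, added as well, gave 9419 genes, within 1.5 times the main count. Requiring a fold change above 1.5 gave 1624, by its construction. Across the 11 fits that each left out 1 library the count ran from 3227, without the N2 library of batch 8, to 6544, without that of batch 9. The strand columns, each holding part of the reads, gave 4257 and 4179. The cause of the other changes was not tested.

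Of the named genes, tyra-3 (0.12) changed sign with batch as a replicate block (-0.10 with all libraries, -0.11 in the shared batches, adjusted p 0.784 and 0.777), in the shared batches with no block (-0.0750), with component 1 as a covariate (-0.14) and across the fits that each left out 1 library, which ran from -0.0752 without the N2 library of batch 6 to 0.25. For mltn-1 (0.15) those fits ran from -0.13 without the N2 library of batch 9 to 0.34 without the CB4856 library of batch 9. With component 1 as a covariate gfm-1 (0.09) was at -0.0507. For plg-1 (-1.63) the sign changed with the DESeq2 Wald test (1.42) and limma voom (1.12). None of these values passed the threshold, and 1 CB4856 library holds most counts of plg-1. Under the block, nurf-1 and rict-1 lost their call, glb-5 did so in the fit of all 11 libraries and was under the filter in the shared batches, the cuticle and moult list gained one, and no other named gene or list changed its call.

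For the gene lists, 4 passed, and 0 did with the correlation estimated from the data, which ranged up to 0.899 within a list. Leaving out 1 library gave 4 or 5. With component 1 as a covariate, added after seeing the data, 5 passed. The lists that changed direction did not pass in the main test. They were cuticle and moult genes with that covariate, where they passed as lower in N2 (adjusted p 0.00337), yolk proteins with fry (0.788), with batch as a replicate block (0.735), with that covariate (0.914) and among the fits without 1 library (0.490 to 0.973), the mitochondrial ribosome among those fits (0.0403, without the CB4856 library of batch 3, to 0.956), xenobiotic enzymes with fry (0.517), with genes at 1 log2 CPM or more (0.522) and among those fits (0.490 to 0.981), F-box and MATH-BTB genes among those fits (0.297 to 0.904), and chemoreceptors with fry (0.437) and among those fits (0.790 to 0.981). Their direction is not settled by these data.

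Against the midpoint of the parents, 6 genes departed in the main test, 16 with batch as a replicate block and 10 with limma voom and a variance per group. With 1 library or batch left out the number ran from 3, without batch 8, to 8, without the CB4856 library of batch 9 or without batch 7. All 4 named genes passed under the block. The cause was not tested.

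For the variance ratio, 433 genes passed, 140 with batch means removed, 242 among genes at 1 log2 CPM or more, where fewer genes were tested. The planned threshold, with regrouped values not centred again, gave 712, including all 433. It was replaced after the data were seen, because in simulated data it gave 31 false calls against 9. With 1 library left out, the ratios of the 3 named genes ran from 1254 (F52C6.12, without the N2 library of batch 3) to 22011 (F14D2.19, without the same library), and with batch means removed that of F52C6.12 was 10.02, so their size is not settled by these data.

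There were 100 presence-absence genes, 155 with at most 10 counts in the absent parent and 37 with at least 100 counts in the expressing parent, as looser and stricter limits must give. The number of genes with an uneven share was 3, and 6 with presence at 0.1 of the lowest parental CPM, where 97 genes could be scored.

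Depth was near equal across libraries and 3 counts was the floor, while mab-23, npr-1 and zeel-1, with at most 11, 13 and 4 counts in a parental library, were left out by the filter on low counts.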

Other observations

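In this part, all counts of other splits or regroupings, the tests on chromosomes I and V and the test for a single library under 2 names were chosen only after the result was seen, while the others were set down before their result.

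For the models fitted across genes, other splits of the same libraries were counted. Between the parents, 1 of 100 splits of the 11 libraries, the real one, gave 5036 genes, and the highest of the others gave 2735. Since batch pairs the parental libraries, the 16 splits that separate the libraries of all 4 shared batches were also fitted. As many genes came from 1 of them, the real one, and the highest of the others gave 3173, with the 3 N2 libraries of batches 3, 6 and 8 on one side and the libraries of batch 9 exchanged. The remaining splits gave 0. For the gene lists 87 of 100 splits gave at least as many, so the number of lists that passed camera at a preset correlation is what other splits of these libraries give. For the lines against the midpoint of the parents 24 of 100 regroupings gave at least 6 genes. Regrouping within batches, which keeps the number of libraries of each group in each batch, gave as many in 5 of 40, and with batch as a block 4 of 40 gave at least the 16 genes of that fit, so neither number is beyond chance. For batches 1 of 40 and for the variance ratio 1 of 100, the real grouping in each case, gave as many genes.

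Genes with a fold change of at least 2 between the parents were mostly higher in N2 (75.8%). The genes concerned follow the main axis of the lines, with an r of 0.943 between their mean level and component 1 over 85 lines (rho 0.943, both p 1e-05, adjusted p 2e-05 over 6 relations, two-sided permutation tests, r 0.919 with batch means removed, 0.746 to 0.972 within batches and 0.937 without the 2 farthest lines). With these genes left out of the component r was 0.904, and 0% of 1000 random sets of as many genes reached it, with a median size of r of 0.615. Development may therefore account for the imbalance, since 3 of the 4 N2 libraries projected above every CB4856 library on this axis. With the projection of each parental library on component 1 as a covariate, the share higher in N2 was 53.7% (629 of 1171 genes), near an even split. The loss of reads from CB4856 alleles is a second candidate, since it predicts that these genes rise with the share of the N2 genome in a line. They did (r 0.287, p 0.00782, rho 0.248 with p 0.0225, adjusted p 0.00938, 0.365 with batch means removed, -0.255 to 0.839 within batches), but without the 2 farthest lines r was 0.200 with p 0.07. The share is itself scored from expression of genes that differ between the parents. With the 230 such markers left out of the genes higher in N2, r was 0.238 (p 0.0285, rho 0.201 with p 0.0652, 0.149 with p 0.18 without the 2 farthest lines). Regulatory differences inherited with the genes predict the same sign, so read loss cannot be told apart from them by this test. They also predict that genes at least 2-fold higher in CB4856 fall with this share, which read loss does not predict, and these fell (r -0.708, rho -0.684, both p 1e-05, the smallest that 100000 permutations can give, adjusted p 2e-05, -0.778 with batch means removed, -0.876 to -0.703 within batches, -0.673 without the 2 farthest lines). With 87 markers left out of these genes r was -0.660 (p 1e-05, -0.740 with batch means removed, -0.621 without the 2 farthest lines). Genes linked to a marker remain in both sets. That relation concerns other genes and does not exclude read loss for those higher in N2. A difference between the strains in how fast they develop stays open. Across lines, a relation of component 1 to the share of the N2 genome was left unsettled, with an r of 0.184 (p 0.0913, rho 0.144 with p 0.186, adjusted p 0.0913, -0.247 to 0.808 within batches), 0.231 with batch means removed (p 0.0326) and 0.120 without the 2 farthest lines (p 0.283). These values do not exclude single loci.

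The 12736 genes that differed between batches could reflect harvest at different points of development. With component 1 of the lines as a covariate 9419 genes still differed, against at most 217 in 39 random assignments fitted with the same covariate, which argues against this axis as the whole cause. Different sets of lines in each batch are argued against by CB4856, a single strain measured in each batch. Its libraries deviated from their mean as the lines of the same batch did, with r across genes from 0.314 to 0.657 and positive in 7 of 7 batches, against a mean of -0.0794 for other batches, and 1 of the 5040 orders of the libraries gave as large a mean (exact one-sided p 0.000198). What differed between batches, in culture, extraction or sequencing, is not recorded in the labels and was not tested.

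All 12 lists were related to component 1 of the lines. A list of any genes of that size might follow the axis, and random lists had a median r of 0.418 to 0.552 in size. For the oocyte list only 1.10% of random lists reached as large an r, and for the sperm and major sperm protein lists 0% and 2.30%. These shares are not adjusted over the 12 lists. Random lists also lack the correlation among genes of these lists, estimated at 0.707 to 0.899 between the parents, which makes the comparison too lenient. The shares argue against this account most for the sperm list, and less for the oocyte and major sperm protein lists. For the other 9 lists between 7.70% and 72.4% of random lists did, and their relation to the axis is not distinguishable from that of random genes. The rise of sperm genes and fall of oocyte genes is in line with lines sampled at different points before and after the switch from sperm to oocytes, a hypothesis that the value of 1.10% does not test directly.

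On the left arm of chromosome V, expression present in N2 was missing from the whole population. F56A4.3 had 39 to 77 counts in N2 libraries and the pseudogene F15E11.10 (WBGene00017496; V, 2345676 to 2348123) had 17 to 35. CB4856 and the lines had at most 1 count of either in any library. They were the only 2 of 357 genes whose expression separates the parents to show the N2 state in no line. Too few counts to see them are argued against, since at the level of N2 and the share of N2 states nearby the rarer of both, F15E11.10, would have given 1202 counts over the 85 lines, where 8 were seen. Mislabelled N2 libraries are argued against by the presence-absence genes, at least 94.8% of which were in the N2 state in every N2 library. The flanking genes pud-4 (60.7% of lines) and C29G2.2 (WBGene00016230; V, 2590393 to 2591758; 56.5%) segregated. The chance that 2 genes drawn at random from the 357 are neighbours is 0.00560, so a difference in this interval between the N2 animals sequenced and the N2 founder of the lines is a candidate explanation. A requirement for several N2 loci at once cannot be told apart from it, although 47 lines had N2 states at both flanks and none expressed either gene. Shares that depart from a close neighbour also occurred elsewhere. They included fbxa-30 on chromosome III (11.1%, against 37.6% at ZC47.11) and F56D6.16 on chromosome IV (72.3%, against 50.6% at F56D6.11). The cause of these was not tested. Genomic sequence of the lines was not analysed here.

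On chromosome I, N2 states were in excess. Among genes whose expression separates the parents, the nearest to peel-1, Y39G10AR.16 (WBGene00021472; I, 2330895 to 2332652), had the highest share on the chromosome, 76.2% of 84 lines (adjusted p 0.000141, exact binomial test). Embryos without the N2 alleles of the paired toxin and antidote genes peel-1 and zeel-1 can be killed. This is a candidate explanation for a loss of CB4856 alleles here. Counts of peel-1 were above 3 in 63 of 85 lines, which does not show that the toxin acted in this cross. The genotype of the N2 founder of the lines at these genes was not analysed here. Reads shared with similar genes are not excluded as the cause. They would raise the share at markers higher in N2 and lower it at markers higher in CB4856. Of the 6 markers within 5 Mb of peel-1, 5 had shares above 60%, but most of these are higher in N2. The exception, W05F2.8 at 36.5%, is higher in CB4856. Of these 6, only ZK993.5, higher in CB4856 with a share of 63.9% (adjusted p 0.143, exact binomial test), went against shared reads. The excess was not confined to this region. Further away, T28B8.4 (72.2%, adjusted p 0.00458), F26A3.5 (69.9%, 0.0134), gpx-1 (66.7%, 0.0761) and oac-34 (65.5%, 0.0937) also had high shares. Among them oac-34 is higher in CB4856, so its share also goes against shared reads, while the others are higher in N2. The lowest share on the chromosome was that of nhr-74 (35.1%, adjusted p 0.116, exact binomial test), which lies between oac-34 and C27C7.1 (62.5%). It ends at 11432156 and C27C7.1 starts at 11439289. Presence-absence genes under 0.1 Mb apart were in the same state in a median of 100% of lines. The calls of nhr-74 may therefore not follow the genotype, and its share is not evidence against the excess. The median beyond 5 Mb, 53.9%, reflects many markers near the right end. A second locus on this chromosome is therefore not excluded. Selection for other traits during the making of the lines was not tested.

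A pair of line pairs was alike at every presence-absence gene called in both, QX528 with QX589 in batch 2 (93 genes) and QX517 with QX518 in batch 6 (91 genes), where the median pair was alike at 50.5%. A single library deposited under 2 names is argued against, since the lower chi-square per degree of freedom of the pairs was 8.05, well above counting noise, though it ranked 1 of 3570 among pairs of lines. At 264 further markers not used to find them, the pairs were alike at 99.2% and 100% of those called, against at most 87.6% for any other pair. They may thus be sister lines, or 1 strain kept or cultured under 2 names. If so, the number of independent genotypes is below 85.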
